A study of Homo sapiens with 6 samples. Its data were reported in "Low biological fluctuation of mitochondrial CpG and non-CpG methylation at the single-molecule level" (2021).

How the data were processed

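The data were 5mCpG calls (5-methylcytosine in CpG context) from 6 nanopore libraries of HepaRG mitochondrial DNA (mtDNA). HepaRG is an established human liver progenitor line that can be driven in culture to a mixture of hepatocyte-like and biliary-like cells. The libraries were a fully unmethylated control (FU, 1 library), a fully methylated control (FM, 1 library), proliferative cells (1 library) and differentiated cells (3 libraries from separate replicates). FU was mtDNA-enriched DNA of differentiated cells after whole genome amplification, which copies the DNA without its methyl groups. FM was amplified DNA treated with M.SssI, a bacterial enzyme that methylates cytosines in CpG context. The proliferative library and the 3 differentiated libraries held native DNA that had not been amplified. Groups were taken from the sample labels.

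Per the labels, the authors enriched mitochondria by subcellular fractionation, cut the circular mtDNA with BamHI to make it linear, barcoded the libraries with a transposase-based rapid kit and sequenced them on a MinION. According to the methods of the study, reads were basecalled with Guppy, aligned with minimap2 to the human genome (GRCh38, hg38) and passed to Medaka, which calls each CpG of each read as methylated or unmethylated. The deposited values are raw counts: for every CpG of chromosome M, the number of methylated and unmethylated read calls on the forward and on the reverse strand. Calls that were too uncertain to be placed in either class are not part of these counts, and the thresholds of the caller are not known here. Libraries were deposited separately and were not normalised or pooled. Because the counts keep the depth of every site, tests were run on the counts and not on the ratio of methylated calls.

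The tables listed 435 CpGs, and these were all CpGs of the hg38 chromosome M sequence (16569 bp). Each CpG was treated as 2 strand-specific sites, giving 870 sites. The forward strand of the reference held 13.1% G and 31.3% C and was therefore taken as the light (L) strand, and the reverse strand as the heavy (H) strand. Coordinates are 1-based on hg38, and the start is the forward-strand C of the CpG. Genes came from GENCODE release 44, which lists 37 genes on chromosome M, each as a single exon. Sequence contexts are given on the forward strand with 10 bases on each side of the CpG.

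The methylation level was the number of methylated calls over all calls, in percent, and was pooled over sites per library and strand, with a Wilson 95% interval. A site was used where at least 10 calls were present on that strand in every library entering the comparison, and in all 6 libraries for the pooled levels (415 L and 303 H sites). The smallest share that a site could show was taken as 3 calls at the median depth. A read contributes calls at many CpGs, so calls are not independent, and intervals and floors cover counting error only. The FU, FM and proliferative groups have 1 library each, so differences between them have no replicate check.

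Pooled levels of 1 library and the 3 differentiated libraries were compared with a two-sided exact permutation test over the 4 possible splits, whose smallest p is 0.25. The H and L levels of the differentiated libraries were compared with an exact sign-flip permutation test, whose smallest p is also 0.25. For single sites, comparisons of 1 library with 1 library used the two-sided Fisher's exact test, which compares the libraries and not the conditions. Comparisons with the 3 differentiated libraries used a beta-binomial regression with an arcsine link and a Wald test. The study ran this kind of regression with the DSS package and also set a smoothing value. DSS was not used here, and the regression was written anew without smoothing, with 0.1 added to methylated calls and a dispersion of at least 0.001. A site was called at a Benjamini-Hochberg adjusted p under 0.05 together with a difference of at least 5 percentage points. Sites above background were found with a one-sided binomial test of each native library against the pooled FU level of the same strand, at an adjusted p under 0.05 in all 4 native libraries.

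Sites were named by a fixed rule. For each site comparison these were up to 5 called sites with the largest difference in the same direction in every replicate, or the site with the smallest p where none was called. For the background test they were the 5 sites with the highest mean native level, and for FM the 5 sites with the lowest level. The groups, tests, thresholds, alternatives and the naming rule were fixed before the data were examined, except where a later choice is stated.

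The alternatives were no coverage minimum, at least 30 calls, sites with an FU level up to 10% only, the mean of site levels in place of pooled calls, levels rescaled between FU and FM, each strand alone, strands combined per CpG, a minimum difference of 10 points or none, an unadjusted p, Fisher's exact test on pooled replicates, the quasi-likelihood test of edgeR on methylated and unmethylated counts, calls summed over 500 bp windows, other definitions of the background, the median H to L ratio per CpG, and leaving out each differentiated replicate. The mean of the H and L levels was added after the data were seen.

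The site tests were tested on simulated counts with the depths of the real libraries and 200 changed sites. The tests between groups used a dispersion of 0.002, and their changed sites were raised from a level under 10%. The beta-binomial test recovered 93% of sites changed by 10 points and 96% of those changed by 20 points for 1 proliferative against 3 differentiated libraries (863 sites). Against FU it recovered 85% and 98.5% (865 sites). Fisher's exact test of proliferative against FU recovered 68% and 92.5% (861 sites), and with no change simulated it called 3 sites. The binomial background test recovered between 94% and 100% of sites raised by 10 points in single libraries. Its counts were simulated without dispersion and with all other sites at the FU level, and the rule of all 4 native libraries was not simulated. Software was Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16.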

Results

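Methylation of mtDNA was measured by nanopore sequencing in 6 HepaRG libraries, namely the FU and FM controls, 1 library of proliferative cells and 3 libraries of differentiated cells. The total number of CpG calls on both strands was 104399 in FU, 26099 in FM and 304269 in proliferative cells. It was 959034, 465955 and 507174 in differentiated replicates 1, 2 and 3. The median depth per site on the L strand was 145 calls in FU, 36 in FM, 511 in proliferative cells and 1659, 800 and 859 in the differentiated replicates. On the H strand it was 83, 16, 153, 422, 227 and 252 calls in the same order. At these median depths, the smallest level that a site could show (3 calls) was 2.07% on the L strand and 3.61% on the H strand in FU, and 8.33% and 18.8% in FM. For native libraries, this floor ranged from 0.181% to 0.587% on the L strand and from 0.711% to 1.96% on the H strand. The distribution of calls over both strands was compared between differentiated replicates, with a chi-square over its 869 degrees of freedom of 3.99 for replicates 1 and 2, 4.04 for replicates 1 and 3 and 1.56 for replicates 2 and 3. Within strands, the value for replicates 2 and 3 was 1.24 on the L strand and 0.841 on the H strand, so that their H strand distributions agree within sampling noise. Calls on one read are not independent, so this statistic does not follow its usual reference distribution. The labels give 3 separate replicates, and they were kept as 3. Across sites, which are not independent replicates, the levels of replicate pairs correlated with a Pearson's r between 0.976 and 0.985 on the L strand and between 0.777 and 0.884 on the H strand.

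The strands were covered unequally. The ratio of H to L calls was 0.620 in FU, 0.496 in FM and 0.411 in proliferative cells. In differentiated cells it was 0.399 ± 0.0318 (SD, n = 3). The proliferative value lay within the range of the differentiated replicates (0.370 to 0.433), whereas FU and FM lay above it. Taking the median of the ratio per CpG lowered it to 0.574 in FU, 0.345 in proliferative cells and 0.349 in differentiated cells, whereas FM was moved more by using no coverage minimum, to 0.449. Depth also changed along the molecule, as seen in the plot of calls per CpG. On the L strand of proliferative cells, the median depth was 572.5 calls before the BamHI site (positions 14258 to 14263) and 123 calls after it. In differentiated replicate 1, the corresponding medians were 1812.5 and 220 calls. The controls also had fewer L strand calls after the site, with medians of 160.5 and 87 in FU and 41 and 21 in FM. Levels at sites beyond this position therefore rest on fewer calls.

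**Figure D1:**
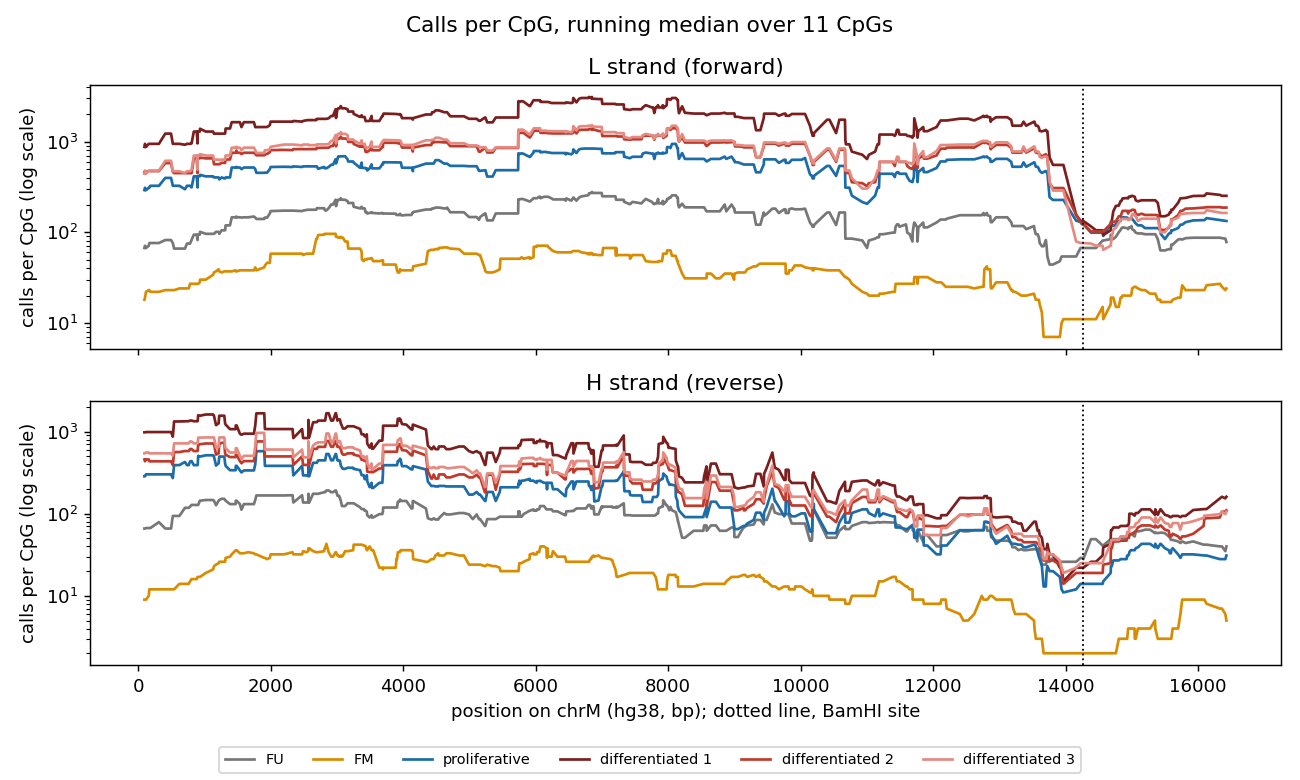
Calls per CpG (log scale) as a running median over 11 CpGs along chromosome M (hg38, bp), on the L strand (top) and the H strand (bottom), with 1 line per library and a dotted line at the BamHI site. L strand depth is lower after the site than before it in all 6 libraries, for example 123 against 572.5 calls at the median CpG of proliferative cells and 87 against 160.5 in FU.

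The controls were compared first, in order to know the range that the assay can measure. The pooled 5mCpG level of FU was 2.21% on the L strand (Wilson 95% interval 2.10 to 2.33%) and 0.966% on the H strand (0.865 to 1.08%). In FM, the level was 79.8% on the L strand (79.2 to 80.4%) and 72.2% on the H strand (71.2 to 73.2%). FM exceeded FU by 77.6 percentage points on the L strand and by 71.2 points on the H strand. Restricting to sites with at least 30 calls changed these differences the most on the H strand, to 74.3 points, and the mean of site levels changed them the most on the L strand, to 74.3 points. Neither control has a replicate. Without a coverage minimum, the FU background was 2.21% on the L strand and 1.04% on the H strand (0.948 to 1.15%).

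At the level of single sites, FM was higher than FU at 712 of 718 sites (Fisher's exact test, adjusted p under 0.05 and a difference of at least 5 points), 412 on the L strand and 300 on the H strand. The remaining 6 sites were not called in either direction. A level of 100% in FM and 0% in FU was found at 8 sites, of which the first 5 by strand and position are given. On the L strand, these were a CpG in MT-TF (a transfer RNA gene, chromosome M, 624 to 625, AATGTTTAGACGGGCTCACATC), with 20 calls in FM and 31 in FU, and a CpG in the coding gene MT-CYB (14920 to 14921, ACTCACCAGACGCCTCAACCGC), with 14 calls in FM and 113 in FU. On the H strand, they were CpGs of the control region between MT-TP and MT-TF at 120 to 121 (CACCCTATGTCGCAGTATCTGT, 10 calls in FM and 79 in FU) and at 498 to 499 (ATACAACCCCCGCCCATCCTAC, 14 and 21 calls). The remaining site, at 8997 to 8998 in MT-ATP6 (TAGCCCTGGCCGTACGCCTAAC), had 13 calls in FM and 52 in FU on this strand.

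The FM level was not uniform across sites. Of the 718 sites, 154 had a level of at least 90%, 71 were under 50% and 11 were under 20%. The lowest level, 0% of 10 calls, was at 15760 to 15761 on the H strand in MT-CYB (TAACCTGAATCGGAGGACAACC). It was followed by 5% of 20 calls at 2809 to 2810 on the H strand in the ribosomal RNA gene MT-RNR2 (TTAAAAATTTCGGTTGGGGCGA). The site at 10933 to 10934 on the L strand in MT-ND4 (CCTTTTCCTCCGACCCCCTAAC) had 5.88% of 17 calls, although its level was 13.6% in FU (81 calls). The site at 6656 to 6657 on the H strand in MT-CO1 (TACCAGGCTTCGGAATAATCTC) had 7.14% of 42 calls. The H strand of the CpG at 10181 to 10182 in MT-ND3 (AGTGCGGCTTCGACCCTATATC) had 9.09% of 11 calls, whereas the L strand of the same CpG had 100% of 10 calls.

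**Figure D2:**
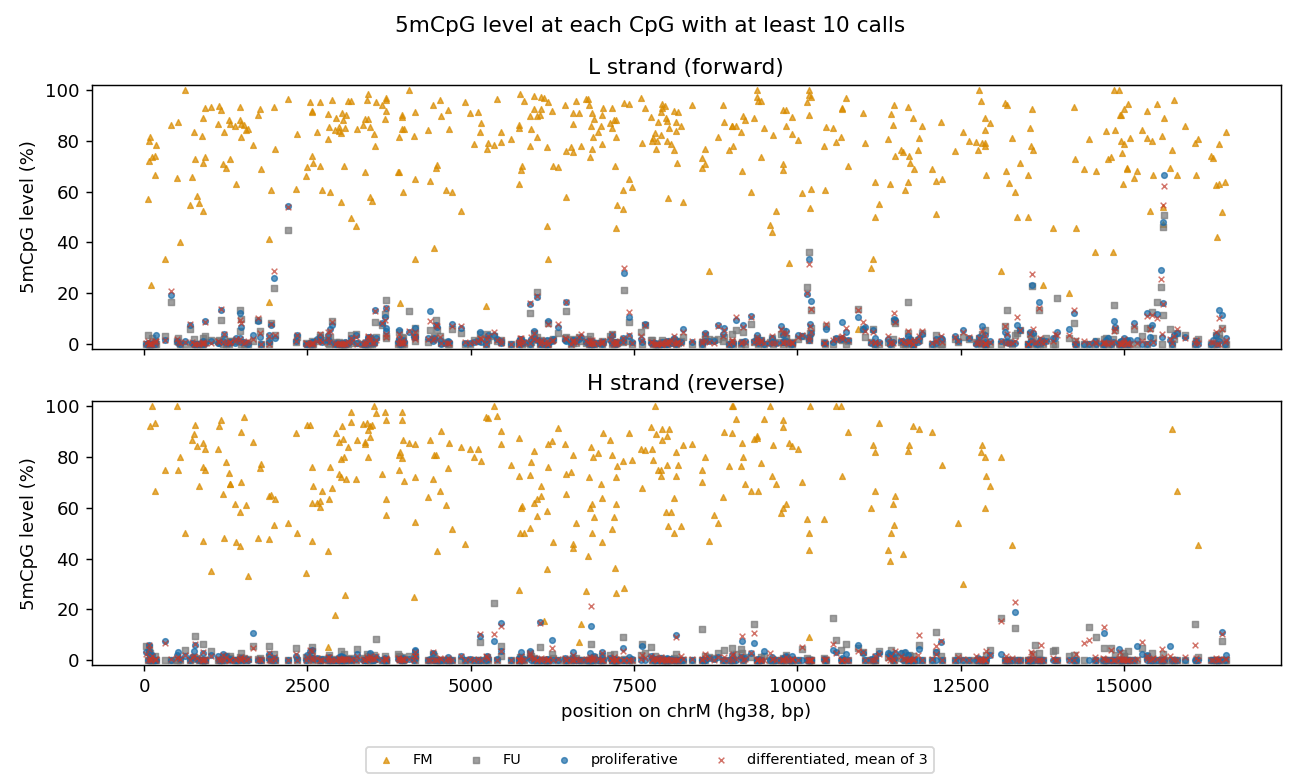
5mCpG level (%) of each CpG with at least 10 calls along chromosome M (hg38, bp), on the L strand (top) and the H strand (bottom), with 1 point per site for FM, FU, proliferative cells and the mean of the 3 differentiated replicates. Most FM points lie high on the axis (79.8% pooled on the L strand), while FU and native points lie near 0 apart from a small number of sites, mainly on the L strand.

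Native HepaRG mtDNA was then compared with FU, to ask whether methylation exceeded the background of the technique. In proliferative cells the pooled level was 2.40% on the L strand (2.34 to 2.47%) and 0.789% on the H strand (0.729 to 0.854%). In differentiated cells it was 2.42% ± 0.0436 (SD, n = 3) on the L strand and 0.764% ± 0.0253 (SD, n = 3) on the H strand. With both strands pooled, the level was 1.79% in FU (1.70 to 1.87%), 1.97% in proliferative cells (1.92 to 2.02%) and 1.98% ± 0.0203 (SD, n = 3) in differentiated cells.

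Differentiated cells were 0.195 points above FU when both strands were pooled. This is more than the SD of the replicates, and the exact permutation test gave p = 0.25, the smallest value possible with 1 library against 3. Part of this pooled difference comes from the larger share of H calls in FU (H to L ratio 0.620, against 0.399 in differentiated cells). H levels were lower, so this share lowers the FU level on both strands together. The sign of the difference depended on the strand. The difference between differentiated cells and FU was 0.206 points on the L strand and −0.202 points on the H strand (exact permutation p = 0.25 on each strand, again the smallest possible). Proliferative cells differed from FU by 0.182 points on both strands together (95% half-width 0.0980), by 0.190 points on the L strand (0.132) and by −0.176 points on the H strand (0.123). All of these differences were far smaller than the distance between FU and FM. Averaging the H and L levels, an alternative chosen after the data were seen, left 0.00243 points between differentiated cells and FU and 0.00691 points between proliferative cells and FU.

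**Figure D3:**
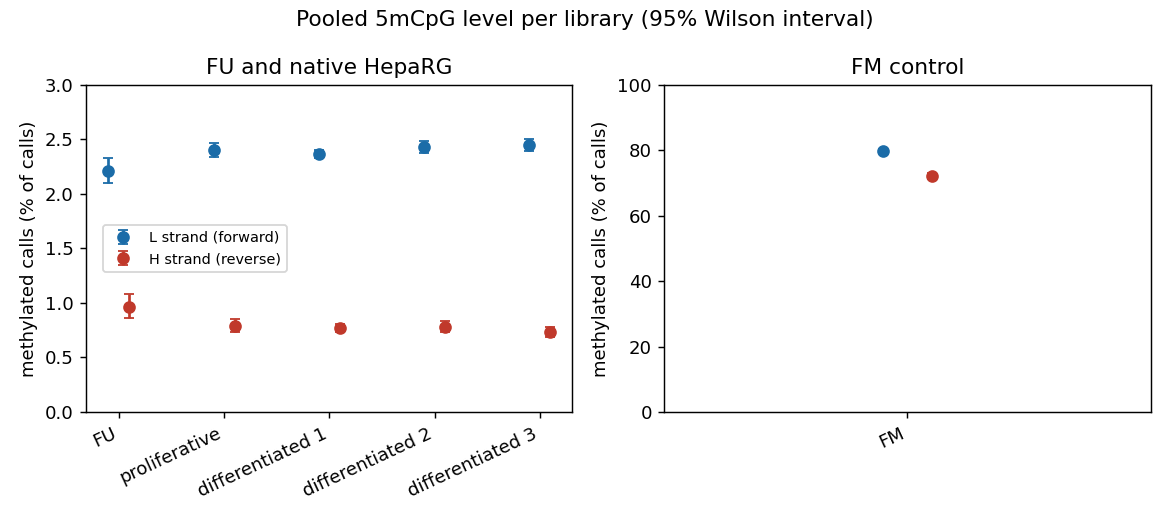
Pooled 5mCpG level (% of calls) per library on the L strand (blue) and the H strand (red), for FU and the native libraries (left, axis to 3%) and for FM (right, axis to 100%). Points are the levels over 415 L and 303 H sites and bars are Wilson 95% intervals. The L strand lies above the H strand in all 6 libraries.

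No site of differentiated cells was called against FU among 865 sites tested (beta-binomial Wald test), and 33 had an unadjusted p under 0.05. Within 5 points of FU were 95.5% of the sites, with a median absolute difference of 0.482 points. The smallest p was at 8781 to 8782 on the L strand in MT-ATP6 (CTAACCTCCTCGGACTCCTGCC), where the level was 6.86% ± 0.472 (SD, n = 3) in differentiated cells and 1.73% in FU (289 calls). Its difference of 5.13 points did not pass the correction over all sites (beta-binomial Wald test, adjusted p = 0.151). Proliferative cells had 7.42% of 1024 calls at this site.

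Between proliferative cells and FU, 1 of 861 sites was called (Fisher's exact test), and 22 had an unadjusted p under 0.05. The called site was at 11692 to 11693 on the L strand in MT-ND4 (GCTTCACCGGCGCAGTCATTCT). Its level was lower in proliferative cells, 3.08% of 357 calls against 16.5% of 79 calls in FU (Fisher's exact test, adjusted p = 0.0363), with 93.3% of 15 calls in FM. The 3 differentiated replicates had 4.98%, 4.12% and 5.77% at this site. With the strands combined per CpG, 0 sites were called. In the simulation without any change, the same test called 3 sites.

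When the background was a single value per strand, more sites stood out. The level exceeded the pooled FU level of the strand in all 4 native libraries at 88 of 861 sites, 64 on the L strand and 24 on the H strand (binomial test). The same test applied to FU itself found 65 sites, and 46 sites were found in FU and in all 4 native libraries. When each site was tested against FU at that site (Fisher's exact test), 0 sites were above background in all 4 native libraries, and 6 were at an unadjusted p under 0.05.

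The 5 sites with the highest native levels were all on the L strand, and FU was also high at each. At 15616 to 15617 in MT-CYB (AACTAGGAGGCGTCCTTGCCCT) the level was 62.2% ± 2.82 (SD, n = 3) in differentiated cells, 66.7% of 84 calls in proliferative cells and 50.7% of 73 calls in FU (39.5 to 61.8%). At 2202 to 2203 in MT-RNR2 (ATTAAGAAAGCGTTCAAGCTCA) it was 54.1% ± 0.368 (SD, n = 3), 54.4% of 524 calls and 45.0% of 171 calls (37.8 to 52.5%). The CpG at 15595 to 15596 in MT-CYB (TTCTCCGATCCGTCCCTAACAA) had 54.8% ± 6.79 (SD, n = 3) in differentiated cells, 47.9% of 96 calls in proliferative cells and 46.2% of 65 calls in FU (34.6 to 58.1%). Its FM level was 47.1% of 17 calls, so that this site did not separate the controls. At 10181 to 10182 in MT-ND3, the level was 31.3% ± 1.11 (SD, n = 3) in differentiated cells, 33.3% of 225 calls in proliferative cells and 36.1% of 72 calls in FU (26.0 to 47.6%). The last, at 7341 to 7342 in MT-CO1 (CGCTTCGAAGCGAAAAGTCCTA), had 29.7% ± 0.457 (SD, n = 3) in differentiated cells, 28.0% of 422 calls in proliferative cells and 21.4% of 103 calls in FU (14.5 to 30.2%).

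**Figure D4:**
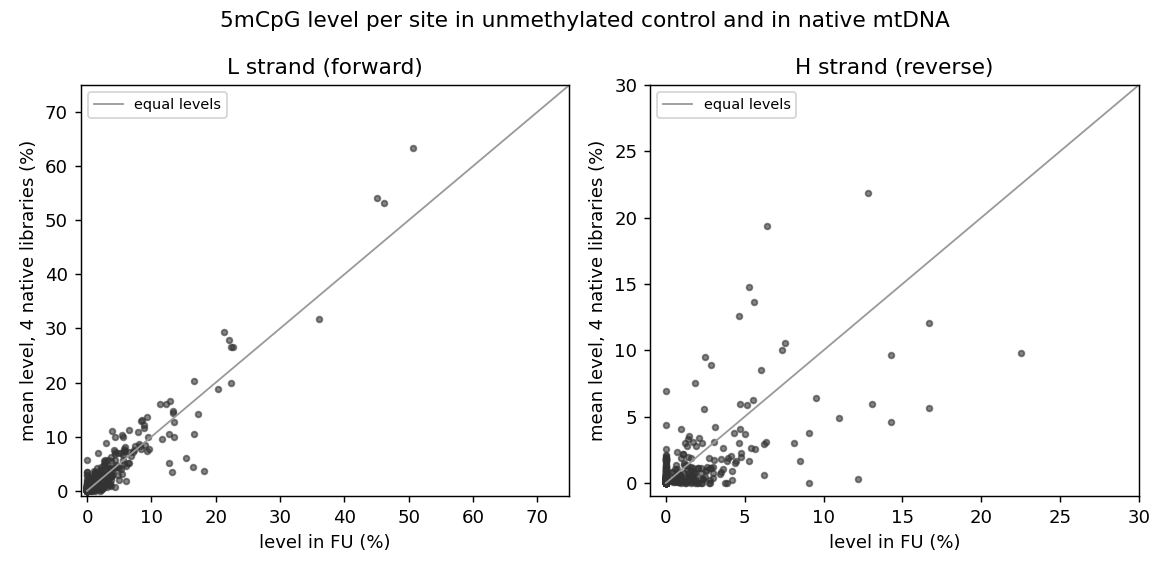
5mCpG level (%) of each site in FU (horizontal axis) and its mean over the 4 native libraries (vertical axis), on the L strand (left, axes to 75%) and the H strand (right, axes to 30%). Each point is a site with at least 10 calls in all 5 libraries and the line marks equal levels. The 3 sites with the highest native levels on the L strand (63.3%, 54.2% and 53.1%) are also the highest in FU (50.7%, 45.0% and 46.2%).

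The effect of hepatocyte differentiation was assessed by comparing proliferative with differentiated cells. With both strands pooled, the difference was −0.0133 points, less than the SD of the differentiated replicates (0.0203 points, exact permutation p = 0.75). It was −0.0165 points on the L strand (exact permutation p = 1) and 0.0255 points on the H strand (exact permutation p = 0.5). The smallest p that this design allows is 0.25. No site was called among 863 tested (beta-binomial Wald test), and 11 had an unadjusted p under 0.05. The levels differed by less than 5 points at 98.6% of sites, with a median absolute difference of 0.273 points. The site with the smallest p was at 9001 to 9002 on the L strand in MT-ATP6 (CCTGGCCGTACGCCTAACCGCT), with 0% of 447 calls in proliferative cells and 1.46% ± 0.491 (SD, n = 3) in differentiated cells. It did not pass the correction (beta-binomial Wald test, adjusted p = 0.735).

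Differentiated replicates were also compared with one another, which gives the differences to be found without a change of condition. Fisher's exact test called 0 sites in each pair. At an unadjusted p under 0.05 there were 18 sites between replicates 1 and 2 (867 tested), 22 between replicates 1 and 3 (868 tested) and 12 between replicates 2 and 3 (867 tested). The median absolute differences were 0.242, 0.250 and 0.258 points, close to the 0.273 points between proliferative and differentiated cells. The sites with the smallest p in these pairs were at 7225 to 7226 on the L strand in MT-CO1, at 6053 to 6054 on the H strand in MT-CO1 and at 11860 to 11861 on the H strand in MT-ND4, each with an adjusted p of 1 (Fisher's exact test).

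The strands were compared within libraries. In differentiated cells, the H minus L difference in level was −1.65 points ± 0.0599 (SD, n = 3), and H was lower in 3 of 3 replicates (exact sign-flip permutation p = 0.25, the smallest possible). The same difference was −1.61 points in proliferative cells, −1.24 points in FU and −7.61 points in FM. A lower H strand level was thus present in unmethylated, methylated and native DNA. Limiting the sites to those with an FU level up to 10% moved the difference in differentiated cells the most, to −1.04 points.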

Values the study reported

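The study took the share of methylated calls in the FU control as its background, and reported 0.022 for the strand it names heavy and 0.016 for the strand it names light. It reported no global difference in 5mCpG between HepaRG cells and the FU control, with p = 0.5. Its site tests used a delta of 0.05 and a p-value of 0.05, and its methods do not state whether this p-value was adjusted. The main site calls here used an adjusted p, so the thresholds may differ. Counts at an unadjusted p are given further below.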

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

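Of the tests in this part, the one that gives every site the same weight uses the mean of site levels, a setting fixed in advance, and its use for this pattern was chosen only after the result was seen.

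Differentiated cells differed from FU in opposite directions on the strands. The difference in pooled level was 0.206 points on the L strand and −0.202 points on the H strand. The replicates gave 0.157, 0.223 and 0.240 points on the L strand and −0.193, −0.182 and −0.230 points on the H strand, so each of 3 replicates moved up on one strand and down on the other. The proliferative library, with 0.190 and −0.176 points, moved in the same directions. The difference between the strands in this contrast was not itself tested. All replicates share the same FU library, so their directions are not independent of one another.

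The technical explanations were examined in turn. If a different mix of covered sites made the pattern, equal weights for all sites would remove it. The signs stayed on 2 of 2 strands under this site mix test, with 0.280 points on the L strand and −0.126 points on the H strand. If a few high-level sites made it, it would be lost among sites at or under 10% in proliferative cells. The signs stayed on 2 of 2 strands in the test of few high-level sites, with 0.182 points over 387 L sites and −0.256 points over 299 H sites. The H result cannot decide this, because the filter kept sites high in FU, such as 5352 (22.5% in FU, 7.69% in proliferative cells). Most H sites it dropped were higher in native DNA than in FU. Among H sites up to 10% in FU, a fixed setting applied here after the result was seen, the sign stayed. The level was 0.728% in differentiated cells and 0.843% in FU, a smaller difference. When sites were drawn with replacement 10000 times, the 95% interval ran from 0.0198 to 0.391 points on the L strand and from −0.371 to −0.0446 points on the H strand. Spread between sites thus left out 0 on both strands, although narrowly on the L strand.

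None of these tests bears on the FU library itself. It is 1 library, it was amplified while the native libraries were not, and its H to L ratio of calls (0.620) was above the range of the differentiated replicates, as was that of FM (0.496), the other amplified library. The pattern cannot be told apart from a difference of this single library. A biological difference between native and amplified DNA was not tested, because the amplified control is the reference in each comparison.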

How the results depend on the processing

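The mean of the H and L levels was chosen as an alternative only after the pooled result was seen. Across 154 alternatives for 26 results, 98 kept the result within its error or count limit, 52 moved it and 4 reversed its direction. The cause was not tested for any of these.

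The mean of site levels gave 2.73% (L) and 1.13% (H) in FU, 77.0% (L) in FM, 2.99% and 0.920% in proliferative cells, and 3.01% and 1.01% in differentiated cells. FM minus FU became 74.3 (L) and 70.1 (H) points, proliferative minus differentiated −0.0458, differentiated minus FU 0.108, proliferative minus FU 0.0626, and H minus L in differentiated cells −2.002 points. With at least 30 calls, which left 358 sites, FU was 2.07% (L) and 1.14% (H), FM 81.5% and 75.4%, proliferative 0.885% (H) and differentiated 0.863% (H). FM minus FU was then 79.5 (L) and 74.3 (H) points, differentiated minus FU 0.294, proliferative minus FU 0.283 and H minus L −1.55 points, and FM was above FU at 358 sites. Sites with FU up to 10% gave 1.496% (L) and 0.843% (H) in FU, 1.75% (L) in proliferative cells, 1.77% and 0.728% in differentiated cells, 0.218 points for differentiated minus FU and −1.04 points for H minus L. Without a minimum, the H level was 0.855% in proliferative and 0.852% in differentiated cells, H minus L was −1.56 points and the FM ratio of H to L calls 0.449. The median ratio per CpG was 0.574 in FU, 0.345 in proliferative and 0.349 in differentiated cells. Rescaling between FU and FM gave 0.121 points for differentiated minus FU.

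Directions reversed on the H strand alone, with 0.0255 points for proliferative minus differentiated, −0.202 for differentiated minus FU and −0.176 for proliferative minus FU. The mean of the H and L levels reversed proliferative minus differentiated to 0.00448 points and left 0.00243 and 0.00691 points for the differences of differentiated and proliferative cells from FU. This average follows from strand differences of opposite sign and similar size. The pooled differences from FU also hold the share of H calls, since H levels were lower and FU had more H calls per L call. The H to L ratio was 0.620 in FU, 0.411 in proliferative cells and 0.399 in differentiated cells. Part of the pooled differences therefore comes from this share and not from the level on either strand.

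Combining strands per CpG gave 424 called CpGs of 425 for FM against FU and 0 for proliferative against FU. At an unadjusted p under 0.05 with the 5 point minimum, 13 sites were called for proliferative against FU (8 higher, 5 lower), 3 for proliferative against differentiated, 19 for differentiated against FU (12 higher, 7 lower), and 1, 3 and 1 for replicate pairs 1 and 2, 1 and 3, and 2 and 3. The count above background went from 88 to 26 with the 90th percentile of FU site levels and to 0 with FU at the same site. The fits that each left out one differentiated replicate gave 0 called sites for proliferative against differentiated and for differentiated against FU, 89 to 94 sites above background, and −0.0201 to −0.00165 points for proliferative minus differentiated and 0.184 to 0.202 points for differentiated minus FU.

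Depth limits the site results mainly through FU and FM. A change of 10 points against FU was recovered at 68% of simulated sites with 1 native library (Fisher's exact test). With 3 native libraries it was recovered at 85% by the beta-binomial test, 75.5% by Fisher's exact test on pooled calls and 65% by edgeR, so the recovery depended on the test as well as on the libraries. Changes under 10 points, decreases, and changes at sites with a level of 10% or more were not simulated. The 3 sites called by Fisher's exact test without any simulated change exceed the 1 called in the data.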

Other observations

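Tests chosen only after the result was seen were the comparison of FU at the sites above background, the tests of coverage and H share around the BamHI site, the tests of the base before and after the CpG, and those of the other strand and of matched preceding bases that followed from them.

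The pooled FU level on the H strand was 1.04%. That is lower than both values quoted from the study above. The pooled FU level on the L strand, 2.21%, has the size of the value quoted for the other strand. Strands were assigned here from base composition, and the naming in the study was not examined further.

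Sites above background in all 4 native libraries were mostly sites where unmethylated DNA also gave methylated calls. At the 88 sites the median FU level was 6.15%, against 0% at the other sites. The median native level at the 88 sites was higher, 8.56%, and the median ratio of the FU level to the FU background of the strand was 3.75. The FU level was higher than the pooled FU level of the strand at 85 of the 88 sites, a count without a test, and 46 of them passed the binomial test in FU. FU and mean native levels correlated across them with a Pearson's r of 0.932 (sites are not independent replicates). These sites held 60.7% of the methylated calls in native libraries and 52.1% in FU. The sites were chosen for high native levels, so a native level or share above that of FU is partly fixed by this choice. A candidate explanation is that the caller scores a share of calls at these sequences as methylated even in unmethylated DNA. Calls still followed the state at most sites tested, since FM was called above FU at 712 of 718 sites (Fisher's exact test). At 15616 on the L strand, for example, the level was 88.9% in FM and 50.7% in FU. At 15595 on this strand it was 47.1% and 46.2%, so that calls there did not follow the state. No biological explanation was tested.

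Call levels in both controls depended on the base before the CpG on the strand read. The mean FM level was 86.4% after G, 79.5% after A, 73.1% after T and 61.9% after C (permutation test, adjusted p = 4.5e-05, with the unadjusted p at the smallest that 100000 resamples can give, 9 tests in the family). The mean FU level was 4.02% after G, 2.02% after C, 1.21% after T and 1.16% after A (permutation test, adjusted p = 4.5e-05, the unadjusted p again at the smallest possible). The differentiated mean was likewise highest after G (3.96%) and 2.33% after C, 1.26% after T and 1.26% after A. Levels differed less with the base after the CpG. With the 5 lowest sites left out, the mean FM level was 71.8% before A and between 75.4% and 77.2% before the other bases (permutation test, adjusted p = 0.0365). In FU it was 2.88% before T, 2.22% before A, 1.76% before C and 1.42% before G (permutation test, adjusted p = 0.0365). The highest FU sites, at 15616, 15595 and 2202 on the L strand, are all followed by T and were kept in this test. The mean before T thus rests partly on them. The median FU level was 0.952% before T, 0.570% before A, 0.478% before C and 0% before G. Sites of both strands were pooled in the tests of the base after the CpG, without matching by strand. H sites had lower levels, with an H minus L difference of mean site levels in FU of −1.60 points. A contribution of strand to these differences was not separated. Incomplete action of the enzyme on CpGs with low FM levels would lower both strands. At 27 CpGs followed by A with a level under 50%, the median was 33.3% on the strand read and 80.9% on the other strand. At 37 CpGs preceded by C with a level under 50%, it was 34.4% and 81.0%, where the median of all sites was 79.1%. This is in line with an effect of sequence on the calls and not with CpGs left unmethylated on both strands. Methylation of 1 strand of a CpG was not ruled out.

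Low FM depth did not account for the spread between FM sites. The chi-square over its degrees of freedom was 5.79 for sites with at least 10 calls and 7.64 for sites with at least 30. A neighbouring CpG within 10 bp did not separate FM levels on the L strand (78.8% with and 75.7% without, permutation test, adjusted p = 0.101). For FU, neighbouring CpGs made no detectable difference on the L strand (2.62% against 2.87%, permutation test, adjusted p = 0.743). On the H strand, the level was lower with a neighbour (0.787% against 1.60%, permutation test, adjusted p = 0.00453), opposite to the direction predicted. Homopolymers of at least 4 bases within 10 bp made no detectable difference on the L strand (permutation test, adjusted p = 0.170) or the H strand (permutation test, adjusted p = 0.743).

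The lower H strand level was not removed by comparing sites with the same preceding base. The difference of mean site levels in FU was −1.60 points before and −2.46 points after this match, a share of 1.54 left, and in each of the 6 libraries the size of the difference grew. The H strand has more sites preceded by G (110, against 53 on the L strand), the context with the highest FU level. The cause of the strand difference remains open, and since it is present in FU it cannot by itself be taken as methylation.

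The fall of L strand coverage was examined against linearization by BamHI and mapping to a linear reference. The largest fall between adjacent windows of 20 CpGs was at the BamHI site in 0 of 4 native libraries. The window boundaries with the largest fall lay between 13642 and 13809, but the windows after them reach past the BamHI site, so this test does not place the fall. Single CpGs showed no sustained fall there, with L strand calls at 13642 and 13914 of 609 and 583 in proliferative cells and of 1773 and 1593, 926 and 874, and 932 and 859 in the differentiated replicates. In a second test designed after this, the CpG with the lowest ratio of native to FU calls lay within 50 bp of the BamHI site in 4 of 4 native libraries, at 14267 or 14248. The median ratio in the 1000 bp before and after the site was 5.55 and 1.31 in proliferative cells, and 14.9 and 2.10, 8.04 and 1.61, and 8.23 and 1.31 in the differentiated replicates. The H share of calls fell with position before the site, with a Spearman's rho across CpGs of −0.596 in the weakest native library and −0.672 in the strongest, against −0.300 in FU and −0.381 in FM. In native libraries, the H share was between 47.3% and 50.6% over the first 1500 bp and between 6.85% and 9.64% from 12000 to the BamHI site. Reads that start within the molecule and run on to its cut ends could give such a gradient, as the value of −0.596 would allow. Reads that start at the cut ends would instead raise the H share towards the site, the opposite of what was seen. Read starts and read lengths were not analysed here.

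In the control region (16024 to 16569 and 1 to 576, 28 CpGs), the L strand level was lower than elsewhere, 1.66% ± 0.0751 (SD, n = 3) against 2.43% ± 0.0429 in differentiated cells, and the H strand level was higher, 1.33% ± 0.145 against 0.822% ± 0.0171. The same directions were found in FU, with 1.63% against 2.23% on the L strand and 1.39% against 1.03% on the H strand. The FU interval in the region was 1.16 to 2.29% on the L strand and 0.913 to 2.12% on the H strand, and the differentiated means lie within these intervals.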
